A study of Mus musculus with 18 samples. Its data were reported in "Comparative transcriptomic analysis of articular cartilage of post-traumatic osteoarthritis models" (2024).

How the data were processed

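Femoral condyle cartilage was taken from C57bl6 mice, and each of the 18 small RNA libraries was made from pooled cartilage. The deposited table gives one row per library and one column per mature miRNA, as raw read counts. Per the study's methods, the authors trimmed adapters, aligned the reads to mature miRNA sequences of miRBase with bowtie and counted the alignments with SAMtools, within an nf-core small RNA pipeline that was set to the GRCm38 mouse genome. The counts were deposited without normalisation. How reads that match several mature sequences were counted is not stated. In the table, 7 sets of tested miRNAs (15 miRNAs in all) had the same count in every library, among them miR-199a-3p with miR-199b-3p and miR-486a-5p with miR-486b-5p, so such reads appear under each copy, and the members of a set are 1 measurement.

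Groups were taken from the treatment label of each sample. Replicates were numbered in accession order, and the numbers pair no libraries. Rows of the table were matched to samples by the library number that both names share, although the prefix before that number differs between the table and the sample titles. The match was not checked against a further identifier. All libraries and all 1412 miRNAs of the table were mapped. The study modelled libraries that came from the same pool of mice. The labels do not say which libraries share a pool, so the libraries were treated as independent here. The study names 6 naïve mice and pooled left and right knees apart. With 6 libraries of pooled knees, naïve libraries of the 2 sides must share mice. The n = 6, the 84 splits and the 2.38% that chance gives for libraries without overlap assume independent libraries. The shared mice break that assumption, so the naïve group holds fewer independent units than libraries.

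Counts were analysed in R 4.3.3. Lowly expressed miRNAs were removed with filterByExpr of edgeR 4.0.16 at its defaults (a minimum count of 10 and a minimum total of 15), which kept 428 miRNAs. Library sizes were scaled with TMM, and limma 3.58.1 (voom, lmFit and eBayes) was fitted to all 18 libraries with 1 mean per group. The spread was thus shared by the 5 groups. The 8 contrasts were adjusted separately by the Benjamini-Hochberg method, with a threshold of 0.05. Fold changes are on the log2 scale with their standard errors (SE). Normalised abundance (CPM, edgeR cpm) uses the TMM library sizes and is given as mean ± SD over libraries. Principal components used log2 CPM with a prior count of 2, centred and not scaled. The precision of low miRNAs is set by totals of between 758388 and 4088852 counts per library. In the library of lowest depth, a miRNA at 31.1 CPM rests on few reads, and PCR copies are not independent molecules.

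Lists of miRNAs were tested with fry, two-sided, on the voom values of the same fit in 3 comparisons, adjusted over all 27 tests. The 9 lists hold the miRNAs of the 12qF1 imprinted cluster, miR-199 and miR-214, cartilage miRNAs (miR-140 and miR-455), erythroid miRNAs (miR-451a, miR-144, miR-486a and miR-486b), leukocyte miRNAs (miR-142a, miR-223, miR-150, miR-155 and miR-146a), skeletal muscle miRNAs (miR-1a, miR-133a, miR-133b, miR-206 and others), vascular miRNAs (miR-126a, miR-143 and miR-145a), the miR-34 family and the let-7 family. The lists were written after the paper and its table of results had been read.

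The miRNAs named in the text were chosen by a rule fixed before the data were examined. It took the 16 miRNAs that the study named, the 5 largest rises and 5 largest falls in day 7 injured versus naïve cartilage among calls with a mean of at least 10 CPM and no overlap between the groups, the 3 smallest p-values of each other comparison with a call or the smallest p-value otherwise, and all members of lists with 6 or fewer tested miRNAs. The most abundant miRNAs and the miRNAs discussed as observations were chosen after their values had been seen.

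Hairpin positions, host genes and hairpin sequences came from the GENCODE annotation of GRCm38. A hairpin was found for 406 of the 428 miRNAs. GC content was computed from the side of the hairpin that holds the arm, as a stand-in for the mature sequence, and averaged over copies. Correlations between libraries used deviations from the group means, with 100000 permutations within groups, two-sided. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

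The procedure was first tested on simulated counts drawn for 428 miRNAs from the observed means, dispersions and library sizes. Of 200 miRNAs changed 4-fold in day 7 injured libraries, 195 passed the filter and 184 were recovered with the right sign (94.4%), and 3 of the calls were unchanged miRNAs (1.60% of calls). In 20 simulated data sets with no change, no miRNA was called. Each miRNA was drawn on its own, so these data sets lack the spread that miRNAs of real libraries share. With only the 12qF1 list raised, fry recovered it, and 1 of the other 8 lists had an unadjusted p under 0.05.

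Alternatives planned before the data were examined were DESeq2 size factors in place of TMM, library totals only, every miRNA with at least 1 count, miRNAs with at least 10 counts in every library, edgeR's quasi-likelihood test, DESeq2 1.42.0, voomWithQualityWeights, only the groups compared, miRNAs with the same counts collapsed, a further threshold of 1.5-fold, camera in place of fry, and leaving out each library in turn. A pair of further alternatives, log10 library total or the first component of the within-group deviations as a covariate, were chosen after seeing the data.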

Results

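Small RNA sequencing was used to profile mature microRNAs (miRNAs) in femoral condyle cartilage of mice after rupture of the anterior cruciate ligament (ACL), a single mechanical load on the right knee that destabilises the joint. The 18 libraries fell into 5 groups. Injured right knees were collected at day 1 (n = 3) and day 7 (n = 3), their uninjured contralateral left knees at day 1 (n = 3) and day 7 (n = 3), and naïve mice that received no load served as a further control (n = 6). Each library was made from cartilage pooled from several mice. By the study's account, cartilage was partly lost at day 7, and more mice were pooled for that reason. Pool size and remaining tissue can therefore differ between the groups. The table held counts for 1412 mature miRNAs. Total counts ranged from 758388 in day 7 injured replicate 1 to 4088852 in day 7 contralateral replicate 2, with a mean of 1698270 ± 572651 (SD, n = 6) in naïve libraries and 2058210 ± 1224480 (SD, n = 3) in day 7 injured libraries. Between 604 and 859 miRNAs had at least 1 count in a library.

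A few miRNAs took much of the counts. The 5 most abundant miRNAs of a library held between 37.2% and 55.7% of its counts. miR-1a-3p was the most abundant on average, at 13.7% ± 4.53 (SD, n = 18) of the counts, and ranked first in 10 libraries. It was followed by miR-148a-3p at 11.8% ± 5.55 (SD, n = 18), miR-26a-5p at 7.36% and miR-126a-3p at 5.58%. The 428 miRNAs that passed the expression filter held at least 99.9% of the counts in every library. No replicate pair looked like 1 library deposited again: over the 27 pairs, chi-square per degree of freedom ran from 58.5 to 1366, and Spearman's rho across miRNAs ran from 0.920 to 0.989.

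Principal component analysis was used to ask whether the groups separated. The first component held 30.5% of the variance and placed the 3 day 7 injured libraries between 11.2 and 15.9, whereas the other 15 libraries lay at or below 0.358. The second component held 19.5% of the variance and parted libraries within groups, with day 7 contralateral replicate 1 at -16.4 and day 1 injured replicate 2 at 9.16. The mean distance between libraries was 10.4 within the day 7 injured group and 13.97 within the naïve group, against 19.8 between these groups. The day 7 contralateral libraries were spread more widely, at 20.1 within their group, against 22.1 between them and the day 7 injured libraries. The mean distance between day 1 injured and naïve libraries was 14.7, and the distance within the day 1 injured group was 16.9.

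**Figure D1:**
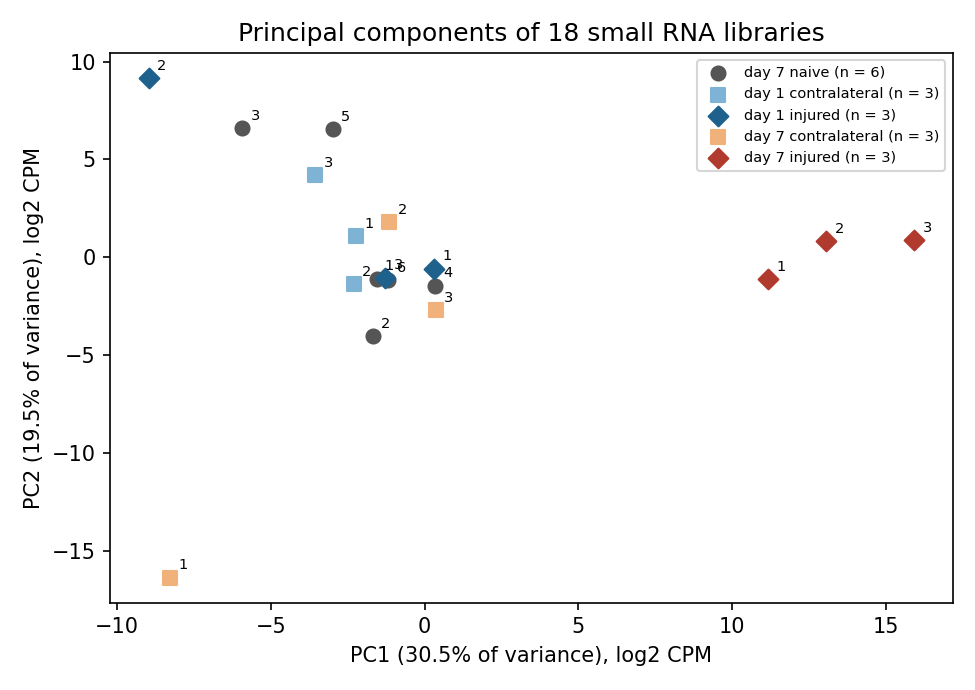
Coordinates of the 18 libraries on the first (x axis) and second (y axis) principal components of log2 CPM, with numbers giving the replicate. The 3 day 7 injured libraries lie between 11.2 and 15.9 on the first component, and day 7 contralateral replicate 1 lies at -16.4 on the second.

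Day 7 ACL and naïve cartilage were compared to ask which miRNAs change in cartilage a week after injury. With limma-voom and Benjamini-Hochberg adjustment, 78 of the 428 miRNAs had an adjusted p under 0.05, of which 62 were higher and 16 lower in injured cartilage. Of these, 76 changed at least 1.5-fold (61 higher and 15 lower). The libraries of the 2 groups did not overlap for 72 of the 78 miRNAs. Over all miRNAs tested, 24.1% did not overlap, where chance gives 2.38%. The alternative that moved the count most was limma's voomWithQualityWeights, which gave 80 higher and 55 lower miRNAs.

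**Figure D2:**
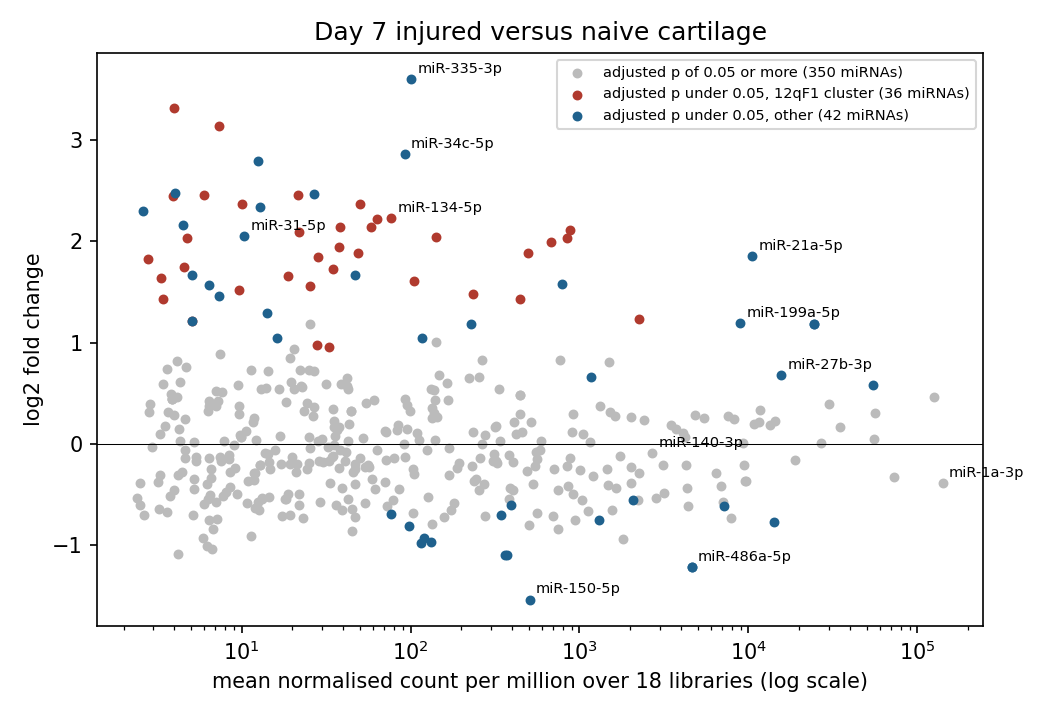
Log2 fold change in day 7 injured versus naïve cartilage (y axis) against the mean CPM over the 18 libraries (x axis, log scale), one point per miRNA. Of the 78 miRNAs with an adjusted p under 0.05, 36 belong to the 12qF1 imprinted cluster, and all 36 were higher.

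Among the abundant miRNAs that the study named, miR-199a-5p had a normalised abundance of 7741 ± 825 CPM (SD, n = 6) in naïve and 17626 ± 3161 (SD, n = 3) in day 7 injured cartilage. This was a 2.29-fold rise (log2 fold change 1.19 ± 0.24 SE, limma-voom adjusted p = 0.000726). Reads of this miRNA can come from Mir199a-1 (GRCm38 chromosome 9, 21496495 to 21496564), opposite an intron of Dnm2, and from Mir199a-2 (chromosome 1, 162217814 to 162217923) in an exon of Dnm3os. miR-199a-3p and miR-199b-3p carried the same count in every library, so they are 1 measurement. Their CPM went from 20135 ± 4782.2 (SD, n = 6) to 44691 ± 2807 (SD, n = 3), which is 2.27-fold (log2 1.19 ± 0.26 SE, limma-voom adjusted p = 0.00201). miR-21a-5p (Mir21a, chromosome 11, 86584067 to 86584158, in an exon of Vmp1) rose 3.61-fold, from 7430 ± 2436 (SD, n = 6) to 25342 ± 5413 (SD, n = 3), with a limma-voom adjusted p = 8.23e-05. miR-27b-3p rose 1.60-fold, from 14023 ± 2891 (SD, n = 6) to 22007 ± 985 (SD, n = 3), with a limma-voom adjusted p = 0.0196. That call was lost without day 7 injured replicate 2 (adjusted p = 0.0657) or replicate 3 (adjusted p = 0.0606). miR-199b-5p was less abundant and had a limma-voom adjusted p = 0.397 (log2 0.83 ± 0.57 SE). Its value in day 7 contralateral replicate 1 was 5026 CPM, whereas the other contralateral libraries of that day had 414 and 594.8 CPM, and this spread enters the shared fit. When only the naïve and day 7 injured libraries were fitted, its adjusted p was 0.0310, and with quality weights it was 0.0485.

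**Figure D3:**
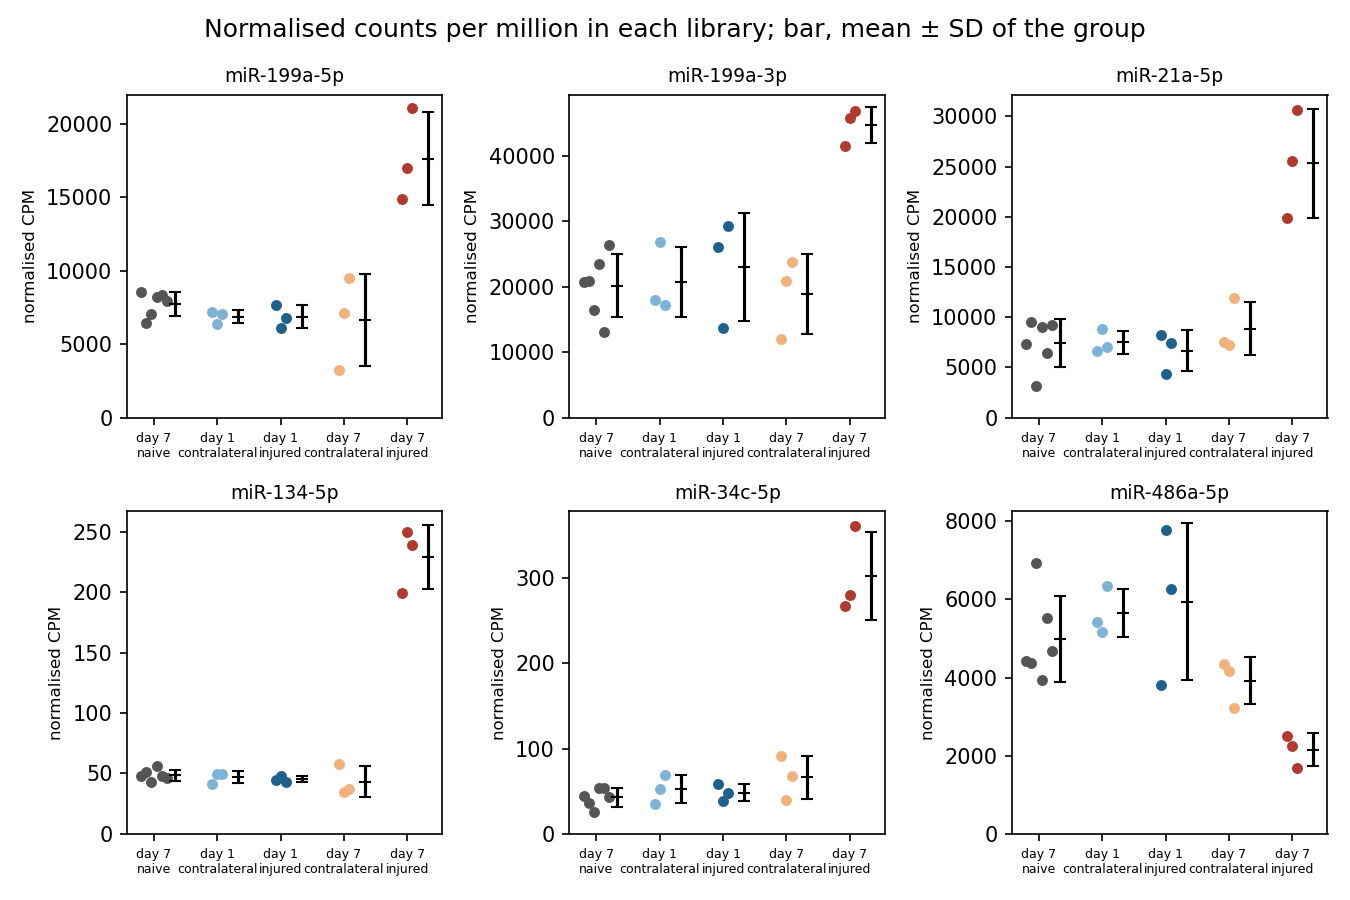
Normalised CPM (y axes, starting at 0) of 6 miRNAs in each library, by group (x axes), with the mean ± SD of each group as a bar. For miR-199a-5p, the 3 day 7 injured libraries lie above all 15 other libraries, with a mean of 17626, and miR-486a-5p has its lowest mean, 2150, in the same group.

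Of the other miRNAs named by the study, miR-379-5p rose 4.33-fold (limma-voom adjusted p = 1.59e-06), miR-31-5p 4.15-fold (adjusted p = 6.98e-06), miR-127-3p 2.35-fold (adjusted p = 0.000467) and let-7e-5p 1.58-fold (adjusted p = 0.0200). The call for let-7e-5p was lost with library totals as the only scaling (adjusted p = 0.284), with every miRNA kept (adjusted p = 0.151), and without day 7 injured replicate 2 (adjusted p = 0.0589) or 3 (adjusted p = 0.0698). miR-31-5p was a low-count miRNA, at 7.68 ± 1.89 CPM (SD, n = 6) in naïve and 31.1 ± 8.93 (SD, n = 3) in injured cartilage. miR-486a-5p and miR-486b-5p, again with the same counts, were 2.32-fold lower (limma-voom adjusted p = 0.000673). miR-181a-5p was 1.72-fold lower (adjusted p = 0.0154) and miR-30d-5p 1.54-fold lower (adjusted p = 0.00388), and both calls were lost without day 7 injured replicate 3 (adjusted p = 0.178 and 0.0698). miR-103-3p was 1.47-fold lower (adjusted p = 0.0372), a call lost in 9 alternatives. miR-10a-5p had a log2 fold change of -0.36 ± 0.18 SE, which was not past the threshold (limma-voom adjusted p = 0.194), except with quality weights (adjusted p = 0.0374). The study counts miR-10a-5p among the miRNAs that changed at day 7, so the shared fit differs from the study here.

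Among miRNAs with a mean of at least 10 CPM and no overlap between the groups, the 5 largest rises were miR-335-3p (12.2-fold, limma-voom adjusted p = 5.93e-07), miR-34c-5p (7.25-fold, adjusted p = 5.60e-07), miR-34b-5p (6.93-fold, adjusted p = 2.46e-05), miR-335-5p (5.55-fold, adjusted p = 0.00107) and miR-369-3p (5.50-fold, adjusted p = 0.0115). miR-335-3p went from 35.8 ± 9.49 (SD, n = 6) to 431.5 ± 109 (SD, n = 3) CPM, and its hairpin lies in an intron of Mest (chromosome 6, 30741299 to 30741396). The call for miR-369-3p was lost without day 7 injured replicate 3 (adjusted p = 0.0602). The 5 largest falls were miR-150-5p (2.91-fold lower, limma-voom adjusted p = 0.00317) and the 4 arms of miR-486a and miR-486b. miR-150-5p went from 604 ± 227 (SD, n = 6) to 194.5 ± 12.0 (SD, n = 3) CPM. The 3p arms of miR-486a and miR-486b were 2.15-fold and 2.14-fold lower (limma-voom adjusted p = 0.00598 and 0.00696), and both calls were lost without day 7 injured replicate 3 (adjusted p = 0.0561 and 0.0606).

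Lists of miRNAs were tested with limma's fry, with adjustment over 27 tests of 9 lists in 3 comparisons. They were written after the study's own results had been read and are not independent of these libraries. The 12qF1 imprinted cluster, the miRNAs encoded between Meg3 and Mirg on chromosome 12, had 48 tested members. All 48 had a positive log2 fold change in day 7 injured versus naïve cartilage, between 0.37 and 3.32 with a mean of 1.60 (fry adjusted p = 4.98e-08). Of them, 36 passed the threshold over all miRNAs tested and 39 adjusted over the list alone. The tested hairpins span 109571990 to 109743795 of GRCm38. The 5 tested arms of the miR-34 family had a mean of 2.22 (fry adjusted p = 3.52e-06), and 4 of them were called. miR-34a-5p had a log2 fold change of 0.94 and was not called in the shared fit (limma-voom adjusted p = 0.129), but it was with quality weights (adjusted p = 0.0204) and when only the 2 groups were fitted (adjusted p = 0.0252). The 6 members of the miR-199 and miR-214 list had a mean of 1.19 (fry adjusted p = 4.61e-06), and miR-214-5p and miR-214-3p rose 2.996-fold and 2.27-fold (limma-voom adjusted p = 6.58e-05 and 0.000910). The 18 members of the let-7 family had a mean of 0.32 (fry adjusted p = 0.000107), a call lost with library totals only (0.20, adjusted p = 0.535) and under camera with an estimated correlation (adjusted p = 0.269). The other calls of fry in day 7 injured versus naïve cartilage also held under camera with an estimated correlation.

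**Figure D4:**
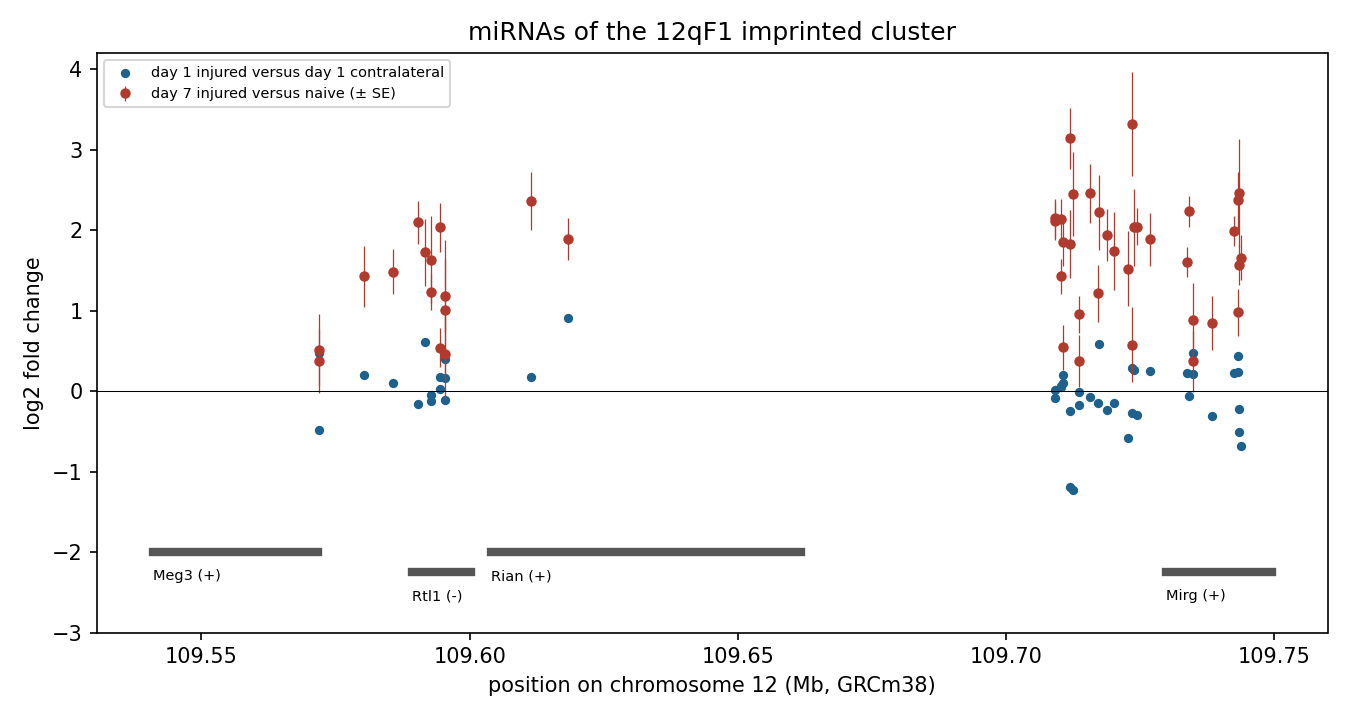
Log2 fold change (y axis) of the 48 tested miRNAs of the 12qF1 cluster by hairpin position on chromosome 12 (x axis, Mb, GRCm38), in day 7 injured versus naïve cartilage (red, ± SE) and in day 1 injured versus day 1 contralateral cartilage (blue). Grey bars are the genes Meg3, Rtl1, Rian and Mirg with their strand, not all of which host tested miRNAs. At day 7 the values lie between 0.37 and 3.32, whereas at day 1 the mean is -0.01.

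The 7 erythroid miRNA arms fell, with a mean log2 fold change of -0.77 (fry adjusted p = 4.44e-05). Without miR-486a and miR-486b the mean of the 3 other arms was -0.24 (fry adjusted p = 0.418, over 6 tests of shortened lists), and against the contralateral knee it was -0.58 (adjusted p = 0.316). The leukocyte miRNAs had a mean of -0.30 (fry adjusted p = 0.0718), and without miR-150 the mean was -0.13. This list passed the threshold with the first within-group component as a covariate (adjusted p = 0.0452) and without naïve replicate 3 (adjusted p = 0.00219). The skeletal muscle miRNAs had a mean of -0.58 (adjusted p = 0.277) and the cartilage miRNAs of 0.23 (adjusted p = 0.315). The vascular miRNAs had a mean of 0.00 (adjusted p = 0.982), which became -0.13 with library totals only. None of the 4 arms in the cartilage list was called: the log2 fold change was 0.29 ± 0.33 SE for miR-140-5p, -0.09 ± 0.19 SE for miR-140-3p, 0.60 ± 0.26 SE for miR-455-5p and 0.10 ± 0.41 SE for miR-455-3p. In the vascular list, the 6 arms of miR-126a, miR-143 and miR-145a lay between -0.65 (miR-145a-5p) and 0.30 (miR-126a-3p). miR-145a-5p passed the threshold with quality weights (adjusted p = 0.00934), when only the 2 groups were fitted (adjusted p = 0.0262) and with the first within-group component as a covariate (adjusted p = 0.0425), and miR-455-5p passed it without naïve replicate 2 (adjusted p = 0.0482).

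The comparison of day 7 ACL versus day 7 contralateral used the other knee of injured mice as the control. Here 63 miRNAs had an adjusted p under 0.05, 59 higher and 4 lower, and 61 of them did not overlap between the groups. Over all miRNAs tested, 26.6% did not overlap, where chance gives 10% for 3 against 3. With library totals only, all 49 calls were higher. The smallest p-values belonged to miR-134-5p (5.51-fold higher, limma-voom adjusted p = 4.75e-07), miR-541-5p (4.71-fold, adjusted p = 5.32e-07) and miR-335-3p (17.1-fold, adjusted p = 1.68e-06). miR-134-5p, in an exon of Mirg, had 43.2 ± 12.6 CPM (SD, n = 3) in contralateral and 229.3 ± 26.6 (SD, n = 3) in injured cartilage. miR-199a-5p rose 2.87-fold (adjusted p = 0.000410), miR-21a-5p 2.93-fold (adjusted p = 0.00241), and the change was 1.56-fold for miR-27b-3p, which was not past the threshold (adjusted p = 0.0707). Both comparisons called 58 miRNAs, all in the same direction. The log2 fold changes of the 2 comparisons correlated across miRNAs with r = 0.890. Both use the same injured libraries, and simulated unchanged groups gave a mean r of 0.585 and a highest r of 0.697 over 100 simulations. Each miRNA was simulated on its own, whereas miRNAs of real libraries vary together, so the simulated range of r can be too narrow. By fry, the means were 1.82 for the 12qF1 cluster (adjusted p = 4.98e-08), 2.03 for the miR-34 family (adjusted p = 2.36e-05), 1.04 for the miR-199 and miR-214 list (adjusted p = 2.44e-05), -0.76 for the erythroid list (adjusted p = 0.000262) and 0.18 for the let-7 family (adjusted p = 0.0421). The call for let-7 was lost in 7 alternatives that left no library out, and in 4 that left out 1 library. The muscle (-0.83), leukocyte (-0.27), cartilage (0.34) and vascular (-0.03) lists were not past the threshold. The cartilage list passed it without day 7 injured replicate 1 (mean 0.55, adjusted p = 0.0376), and the mean of the vascular list was positive, 0.10, with log10 library total as a covariate.

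At day 1 the question was whether miRNAs respond within a day of injury. No miRNA had an adjusted p under 0.05 in day 1 ACL versus naïve cartilage, and 8 had an unadjusted limma p under 0.05. The smallest p belonged to miR-125b-1-3p (log2 fold change 0.80 ± 0.26 SE, limma-voom adjusted p = 0.992). Day 1 ACL versus day 1 contralateral cartilage also gave 0 calls and 8 miRNAs at an unadjusted p under 0.05, with miR-370-3p first (log2 0.91 ± 0.32 SE, limma-voom adjusted p = 0.997). The median absolute log2 fold change was 0.21 in both day 1 comparisons and 0.42 in day 7 ACL versus naïve. The log2 fold change of miR-199a-5p against the contralateral knee was -0.00 ± 0.28 SE at day 1. None of the 9 lists passed the threshold at day 1. Their means lay between -0.45 (miR-34 family, fry adjusted p = 0.373) and 0.13 (miR-199 and miR-214 list, fry adjusted p = 0.614), with -0.01 for the 12qF1 cluster (fry adjusted p = 0.951), whose sign differed between scalings.

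The controls were compared to ask whether the uninjured knee of injured mice differs from naïve cartilage. Day 7 contralateral versus naïve gave 0 calls and 23 miRNAs at an unadjusted limma p under 0.05. The first was miR-450a-5p (log2 0.64 ± 0.23 SE, limma-voom adjusted p = 0.675). DESeq2 called 1 miRNA there. Day 1 contralateral versus naïve gave 0 calls and 4 miRNAs at an unadjusted p under 0.05, with miR-666-5p first (log2 0.82 ± 0.35 SE, limma-voom adjusted p = 0.996).

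Day 7 ACL versus day 1 ACL compared injured cartilage between the time points. It gave 67 calls, 52 higher and 15 lower at day 7. With library totals only there were 52 calls, 49 higher and 3 lower. The smallest p-values again belonged to miR-134-5p (5.06-fold higher, limma-voom adjusted p = 1.37e-06), miR-541-5p (3.77-fold, adjusted p = 7.06e-06) and miR-335-3p (11.8-fold, adjusted p = 9.73e-06). The difference between the days was also tested directly, as the change against the contralateral knee at day 7 minus that at day 1. This interaction gave 29 calls, all with a larger rise at day 7, led by miR-134-5p (log2 2.52 ± 0.33 SE, limma-voom adjusted p = 0.000114), miR-300-3p (log2 2.50 ± 0.39 SE, adjusted p = 0.000396) and miR-541-5p (log2 2.01 ± 0.31 SE, adjusted p = 0.000396). miR-199a-5p (log2 1.52 ± 0.39 SE, adjusted p = 0.0189) and miR-21a-5p (log2 1.75 ± 0.49 SE, adjusted p = 0.0325) were among the 29, whereas miR-199a-3p (adjusted p = 0.136) and miR-27b-3p (adjusted p = 0.385) were not.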

Values the study reported

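For small RNA sequencing of cartilage at day 7 after ACL rupture, the study reported 63 miRNAs with significantly higher and 16 with significantly lower expression than in naïve cartilage, and no significant change at day 1. It gave a rise of 2.21 fold for miR-199a-5p, 2.2 fold for miR-199a/b-3p, 3.5 fold for miR-21a-5p and 1.56 fold for miR-27b-3p.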

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

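All tests in this part were chosen after the results had been seen, except the one on the depth of the outlying naïve library. The fits that left out each library in turn and the fit that kept every miRNA were alternatives planned before the data were examined. Their use to test the results below was chosen after.

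The effect of injury against the contralateral knee differed between day 7 and day 1. The interaction term passed the threshold for 29 miRNAs, and 13 of the named miRNAs were among them. Their interaction values on the log2 scale were 1.52 for miR-199a-5p, 1.75 for miR-21a-5p, 1.87 for miR-379-5p, 1.40 for miR-127-3p, 2.67 for miR-31-5p, 4.02 for miR-335-3p, 3.48 for miR-335-5p, 2.33 for miR-34c-5p, 2.57 for miR-34b-5p, 3.66 for miR-34b-3p, 2.52 for miR-134-5p, 2.01 for miR-541-5p and 2.50 for miR-300-3p. Low values in day 7 contralateral replicate 1 enlarge those of miR-199a-5p, miR-335-3p, miR-335-5p and miR-34b-3p. In that library miR-335-5p had 1 count. Of 100 drawn splits of the 12 libraries, 9 gave at least 29 miRNAs, the real one included, and the largest count of another split was 54. All 9 kept the 3 day 7 injured libraries together, those other than the real one regrouped the day 1 libraries, and the splits that did not keep them together gave at most 0 calls. The count therefore rests on the day 7 contrast, and the splits do not show that the day 1 grouping adds to it. One library as the cause is argued against by the fits that each left out 1 library, which gave at least 24 miRNAs. The 9 lists were also tested on the interaction, with their own adjustment over 9 tests. The 12qF1 cluster (mean 1.83, fry adjusted p = 3.66e-06), the miR-34 family (2.48, adjusted p = 0.000296), the miR-199 and miR-214 list (0.91, adjusted p = 0.00164) and the erythroid list (-0.65, adjusted p = 0.00953) were past the threshold, and the other 5 were not. A biological difference between the days stays open.

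For the single comparisons, the number of splits of the same libraries with as many calls was counted. For day 7 injured versus naïve, only the real one of the 84 splits gave 78 calls, and the other splits gave 0. For day 7 injured versus contralateral (63 calls) and for day 7 versus day 1 injured (67 calls), only the real one of 10 splits gave as many, which is the smallest share these designs allow. In the 4 comparisons with 0 calls the count is trivially that of all splits, 84 of 84 for both day 1 comparisons with naïve and for day 7 contralateral versus naïve, and 10 of 10 for day 1 injured versus contralateral.

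Naïve replicate 5 lay far from the other naïve libraries for miR-214-3p, at 321.9 CPM against 145.1 to 206.4, and for miR-34b-3p, at 12.8 against 6.14 to 8.37. These were 2 of 50 values tested, where chance gives 2.5. Both values (2 of 2) belong to 1 library, the naïve library of lowest total, which is consistent with library depth as a source. No biological explanation was tested.

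Among the 984 miRNAs below the expression filter, 7 were called in day 7 injured versus naïve cartilage when every miRNA was kept. All but miR-7092-5p (miR-154-3p, miR-341-5p, miR-377-3p, miR-494-3p, miR-770-3p and miR-496a-3p) belong to the 12qF1 cluster. They were named after their values had been seen. Counts near the floor limit this: only 2 of the 7 had more than 3 counts in every day 7 injured library, and the highest count in a naïve library was 5. Counting error and a true rise cannot be told apart for the others, since at least 1 injured library holds 3 or fewer counts of each.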

How the results depend on the processing

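The direction and call of most results did not depend on the processing. Of 1019 values of 52 results for named miRNAs under the alternatives, 980 had the same direction and side of the threshold, 20 were no longer past it, 9 newly passed it, and 10 changed sign. The 4 comparisons with 0 calls stayed at 0 under every alternative except DESeq2, which gave 1 call in day 7 contralateral versus naïve, and that call is absent from the other tests. The count of list tests past the threshold was 10, and lay between 8 and 13 under the alternatives in which the lists were tested.

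For day 7 injured versus naïve, 78 calls became about 1.4e+02 (80 higher and 55 lower) with voomWithQualityWeights, which kept all 78, and 48 with at least 10 counts in every library, where 286 miRNAs were tested. The same filter gave 38 in place of 63 calls against the contralateral knee and 44 in place of 67 between the injured groups of day 7 and day 1, by its own construction of fewer miRNAs tested. Quality weights gave 109 calls between the injured groups, and the cause was not tested. They also moved the share of higher calls, from 79.5% to 59.3% against naïve and from 77.6% to 62.4% between the days. With the first within-group component as a covariate, chosen after seeing the data, the interaction gave 45 in place of 29 calls, which kept all 29. Library totals only moved the median log2 fold change of all miRNAs in day 7 injured versus naïve from -0.00 to -0.13, so changes under it are relative to that shift. It gave 65 calls, 54 higher and 11 lower, and moved the split between the injured groups from 52 higher and 15 lower to 49 and 3. Against the contralateral knee, the split of 59 higher and 4 lower became 61 and 11 under the quasi-likelihood test, 60 and 13 under DESeq2, 62 and 16 with log10 library total and 64 and 16 with the first within-group component as a covariate, the last 2 chosen after seeing the data.

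Leaving out each library gave from 58 to 77 calls in day 7 injured versus naïve, from 48 to 70 against the contralateral knee, from 51 to 64 between the injured groups and from 24 to 32 for the interaction. Without day 7 injured replicate 3, 23 of the 78 calls were lost, and only 3 of the 58 calls were lower. Between the injured groups, the lower calls ran from 2 to 11 over these fits, where the shared fit gave 15. Against the contralateral knee they ran from 0 to 8, where the shared fit gave 4.

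No result that changed sign was past the threshold, in the shared fit or in the alternative. The log2 fold change of miR-455-3p was -0.0392 with library totals only, -0.0125 by the quasi-likelihood test and -0.0339 by DESeq2. With quality weights, miR-126a-5p was at -0.0862 and miR-145a-3p at -0.0386. At day 1, the mean of the 12qF1 list was 0.0205 with DESeq2 size factors, 0.0572 with at least 10 counts in every library, 0.0312 with log10 library total and 0.00231 with the first within-group component as a covariate. The vascular list against naïve at day 7 was at -0.13 with library totals only, -0.0689 with log10 library total and -0.000747 with the component as a covariate. With log10 library total it was 0.0965 against the contralateral knee at day 7 and 0.0221 at day 1. The let-7 family at day 1 was at -0.0888 with library totals only. Across the fits that each left out 1 library, values ran from -0.18 to 0.0936 for miR-140-3p, from -0.0439 to 0.33 for miR-455-3p and from -0.00772 to 0.42 for miR-126a-5p. The list means ran from -0.0914 to 0.11 for vascular miRNAs against naïve, from -0.0694 to 0.0671 against the contralateral knee and from -0.31 to 0.27 at day 1. At day 1 they ran from -0.16 to 0.29 for the 12qF1 list, from -0.0220 to 0.33 for miR-199 and miR-214, from -0.28 to 0.51 for muscle and from -0.0138 to 0.0418 for let-7. The cause was not tested.

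No paired analysis was possible because the labels do not give which libraries came from the same mice. Depth limits the low miRNAs: the lowest library holds 758388 counts.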

Other observations

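The tests in this part were chosen after the results had been seen, except those on miR-1b-5p, on GC content of the cluster and on depth in the regrouped libraries. The fits with library totals only and those that left out each library in turn were alternatives planned before the data were examined. Their use to test the rise of the cluster was chosen after.

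The 12qF1 cluster rose as a block in day 7 injured cartilage, with 36 of the 78 calls. Several technical explanations are argued against by the tables. Scaling of the libraries was tested with library totals only, which left the mean at 1.49 on the log2 scale. Leaving out 1 library at a time left it at 1.56 or above over 12 fits (highest fry adjusted p = 2.03e-06). Library quality was tested through the axis along which libraries of one group spread. A fit of the fold changes of the other miRNAs on their loadings on that axis moved these by -0.35 to 0.27 and left the cluster at 1.58 ± 0.10 SE. This SE is taken over the miRNAs of the cluster, which are not independent, and does not measure spread between libraries. After a GC content fit on the other miRNAs the mean was 1.57. Leukocyte influx that brought this rise would raise the leukocyte miRNAs at least as much. Of the 7 leukocyte arms with a mean of at least 10 CPM, 100% stayed below the cluster mean of 1.60 even with 2 SE added, and the highest reached 0.99. A lower share of chondrocyte RNA, with other cell types kept in proportion, would raise the miRNAs of those cell types alike. Of 27 erythroid, leukocyte, muscle and vascular arms with a mean of at least 10 CPM, 100% stayed below the cluster mean with 2 SE added, and the highest reached 1.08. This bound does not cover chondrocyte RNA replaced by that of a cell type outside these lists. miR-150-3p lies under that CPM limit and is too imprecise to bound (-0.03 ± 0.95 SE). A larger share of mesenchymal repair tissue cannot be told apart from a change within cells: the arms of miR-143 and miR-145a had a mean of -0.11, but their high level before injury would hide a small share. An imprinted gene network that rises together was a further hypothesis. miR-335 of Mest rose (mean log2 fold change 3.04), the Sfmbt2 cluster families had a mean of 0.21, with 14 of 22 tested members higher, and miR-483 of Igf2 and miR-675 of H19 had mean counts of at most 2.67 per library in either group, so the network stays open. The rise of the cluster may therefore be biological, as a hypothesis found and tested on the same data, with tissue composition left open.

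miR-1a-3p is a skeletal muscle miRNA, yet it was the most abundant miRNA here. Skeletal muscle carry-over during dissection is a candidate explanation. Within groups, miR-1a-3p and miR-133a-3p rose and fell together over the 18 libraries (Pearson's r = 0.614, permutation p = 0.000990, adjusted 0.00148; Spearman's rho = 0.717, permutation p = 0.00234, adjusted 0.00351), and r was 0.661 without the 2 libraries farthest from the median. miR-206-3p and miR-1a-3p gave r = 0.426 (permutation p = 0.0587, adjusted 0.0587) and rho = 0.550 (permutation p = 0.0272, adjusted 0.0272), with r = 0.343 without 2 libraries. These were 2 of 3 relations computed. Over all libraries, the SD of the log2 ratio to miR-1a-3p was 0.56 for miR-133a-3p and 0.63 for miR-206-3p. Both lay below the median of 0.75 for miRNAs of at least 1000 CPM. Some miRNAs outside the muscle list varied less, such as miR-451a (0.48) and miR-126a-3p (0.51). A close tie to miR-1a-3p was thus not limited to muscle miRNAs. miRNAs of one locus can also vary together within cartilage, which was not tested.

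miR-1b-5p was abundant in every library, and its hairpin (chromosome 18, 10785446 to 10785567) lies on the strand opposite to Mir1a-2 (10785481 to 10785552). Its count was 13.3% ± 1.38 (SD, n = 18) of that of miR-1a-3p. The SD of their log2 ratio over libraries was 0.15, against a median of 0.75 for the 72 abundant miRNAs, and 0% of them varied less. Antisense alignment of miR-1a-3p reads, counted without regard to strand, may explain its level.

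Libraries of one group spread along one axis that held 31.3% of the within-group variance, and it followed library depth. The coordinate and log10 total count correlated within groups with r = -0.804 (permutation p = 9.00e-05, adjusted 0.000270) and rho = -0.711 (permutation p = 0.00122, adjusted 0.00351), and r was -0.821 without the 2 libraries farthest from the median. Depth may stand for the amount of RNA that entered a library, which the labels do not give. Such a spread can produce calls: among 84 splits of the day 1 injured and naïve libraries, one that joined day 1 injured replicate 2 with naïve replicates 3 and 5, the 3 libraries with the lowest totals of the 9, gave 90 calls, whereas the real groups gave 0. With log10 library total as a covariate that split still gave 29 calls, so it stays open how much of it library depth explains. The same naïve libraries joined with day 7 contralateral replicate 1 gave 27 calls.

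Day 7 contralateral replicate 1 lay farthest from its group, at a root mean square distance of 1.13 log2 units, and the next library was at 0.920. Its largest deviations were a higher miR-199b-5p (2.22 log2 units above the group mean) and a lower miR-335-5p (-2.37), both named after their values had been seen. GC content is argued against by a rho of 0.0403 across 406 miRNAs, inside the range of -0.43 to 0.40 of the other 17 libraries. Library depth stays open: its total of 1410173 counts was the lowest of its group, and its coordinate of 0.302 on the within-group axis was on the side of low depth. Against it, 5 libraries had a lower total and lay nearer their groups, at 0.50 to 0.92, and 4 of these lay between 4.19 and 9.16 on the second principal component, whereas this library lay at -16.4. Muscle carry-over stays open too, at least as a part: 6 of the 7 muscle miRNAs lay above the group mean, with a mean deviation of 0.90, the highest of the 18 libraries. Without the muscle miRNAs its distance was 1.117 log2 units, against 1.129 with them, and the next library was at 0.909. Most of the distance therefore lay in other miRNAs. A single library does not decide between depth and muscle carry-over.

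The fall of the erythroid list at day 7 was not past the threshold without miR-486 in either comparison. Against the contralateral knee the log2 fold change was -0.91 for miR-144-3p, -0.09 for miR-144-5p, -0.73 for miR-451a and -0.89 for miR-486a-5p, and only the last was called. If fewer red blood cells were the cause, miR-451a and miR-144 would fall as much. The log2 ratio of miR-486a-5p to these fell by 0.97 against naïve libraries (exact permutation p = 0.0952, two-sided, 84 splits), so this stays open. Less skeletal muscle, in which miR-486 is also abundant, stays open too, with a muscle list mean of -0.58 that was not past the threshold.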
